# Ribo-Pop: simple, cost-effective, and widely applicable ribosomal RNA depletion

**DOI:** 10.1261/rna.076562.120

**Published:** 2020-11

**Authors:** Mary Kay Thompson, Maria Kiourlappou, Ilan Davis

**Keywords:** *Drosophila*, RNA sequencing, ribosomal RNA depletion

## Abstract

The measurement of RNA abundance derived from massively parallel sequencing experiments is an essential technique. Methods that reduce ribosomal RNA levels are usually required prior to sequencing library construction because ribosomal RNA typically comprises the vast majority of a total RNA sample. For some experiments, ribosomal RNA depletion is favored over poly(A) selection because it offers a more inclusive representation of the transcriptome. However, methods to deplete ribosomal RNA are generally proprietary, complex, inefficient, applicable to only specific species, or compatible with only a narrow range of RNA input levels. Here, we describe Ribo-Pop (ribosomal RNA depletion for popular use), a simple workflow and antisense oligo design strategy that we demonstrate works over a wide input range and can be easily adapted to any organism with a sequenced genome. We provide a computational pipeline for probe selection, a streamlined 20-min protocol, and ready-to-use oligo sequences for several organisms. We anticipate that our simple and generalizable “open source” design strategy would enable virtually any laboratory to pursue full transcriptome sequencing in their organism of interest with minimal time and resource investment.

## INTRODUCTION

Researchers across the biological sciences use RNA sequencing to generate novel insights or test hypotheses. However, in most organisms, ribosomal RNA comprises the majority of the RNA sample, making it economically impractical to analyze sequences of interest such as protein-coding mRNAs and other nonribosomal transcripts at substantial coverage. Therefore, efficient sequencing requires either capture of the RNAs of interest or depletion of ribosomal RNA.

The most widely used capture method is poly(A) selection, in which the polyadenylated RNAs are purified by hybridization to oligo(dT). Ribosomal RNA, which is not polyadenylated, is greatly reduced in poly(A)-selected sequencing libraries. However, in recent years, interest in the nonpolyadenylated transcriptome has grown considerably. Studies which seek to characterize preadenylation steps in RNA processing such as nascent transcription and splicing cannot use poly(A) selection (Ameur et al. 2011; Khodor et al. 2011). Furthermore, some transcription events produce RNAs without poly(A) tails. Many noncanonical transcripts, including some classes of enhancer RNAs and anti-sense transcripts, are thought to be unadenylated (Katayama et al. 2005; Kim et al. 2010). Moreover, many gene products, such as certain long noncoding RNAs and histone mRNAs, are not polyadenylated, and poly(A) selection does not effectively recover these species (Yang et al. 2011; Livyatan et al. 2013). Poly(A) selection can also distort abundance measurements of polyadenylated RNAs. RNAs with short poly(A) tails are not captured efficiently by poly(A) selection, and thus use of poly(A) selection can vastly distort gene expression measurements in many contexts (Weinberg et al. 2016). In certain exacting experiments, such as measurement of translation or RNA turnover, measurement of polyadenylated RNA rather than the body of the RNA can lead to qualitatively different conclusions (Presnyak et al. 2015; Weinberg et al. 2016).

To address these shortcomings, removal of ribosomal RNA, rather than selection of a poly(A) tail, has been introduced in many experimental workflows. Unfortunately, removal of ribosomal RNA is more complicated than poly(A) selection because there is no universal reagent equivalent to oligo(dT) available. Although many protocols and commercial products have been developed to deplete ribosomal RNA or its cDNA derivatives, most of these solutions suffer from various pitfalls that prevent their widespread use. First, each reagent is only applicable to a specific organism or family because hybridization approaches require a high degree of sequence complementarity. For example, as of writing, several commercial kits that deplete rRNA from mammalian samples are available, but none are available for *Drosophila*. Because of the proprietary nature of these kits, researchers working in other organisms cannot benefit from any knowledge used to produce these probe sets in order to design probe sets for their organism of interest. Secondly, even commercial kits are unsuitable for certain types of experiments in their target organism(s). Some of them have narrow RNA input ranges or are not made available as a separate component outside of a sequencing library construction kit, making them difficult to use for novel or exploratory experiments that may deviate from a traditional workflow. Finally, the cost of commercial rRNA depletion reagents is prohibitive for some research groups and prevents their wider adoption.

In summary, we argue that the current lack of versatile and cost-effective rRNA subtraction reagents severely restricts exploration in many areas of RNA biology. Here, we address this problem by developing an “open source” rRNA depletion solution that is simple to use, cost-effective, and can be easily adapted to any organism of interest. We validated the use of our rRNA subtraction method using RNA purified from *Drosophila* and *S. cerevisiae*, and we created an automated probe design pipeline to enable selection of new probe sets. We named our method Ribo-Pop (ribosomal RNA depletion for popular use) because it democratizes rRNA depletion, enabling researchers working with any organism or workflow to deplete ribosomal RNA in an efficient and cost-effective manner.

## RESULTS

In an effort to develop high-efficiency ribosomal RNA removal, we decided to test short, biotinylated oligonucleotides for their ability to deplete ribosomal RNA by hybridization and subsequent removal of the rRNA/probe hybrids via pulldown with streptavidin-coupled beads. First, we tested how much rRNA depletion is achieved from a single probe/target interaction, in order to determine the minimum number of high affinity probes required to purify unfragmented rRNA. We designed and biotinylated 20 short ∼30mer probes (26–32 nt) targeting the small 18S rRNA transcript using parameters developed for microarray probe design and used in smFISH experiments (Supplemental Fig. S1; Tsanov et al. 2016; Gaspar et al. 2017). Surprisingly, all probes were able to deplete rRNA to some degree on their own, compared to a control sample containing no probe that was processed in parallel. Each probe was tested individually for its ability to deplete the small 18S rRNA transcript from *Drosophila* total RNA at an estimated fivefold molar excess in a single-probe depletion assay (Fig. 1A). In the single-probe depletion assay, probe and total RNA were mixed in a standard hybridization buffer (2X SSC, 0.01% Tween-20) and denatured at 70°C for 5 min. After annealing for 10 min at room temperature, the biotinylated probes were captured with streptavidin beads and the remaining rRNA was measured from the supernatant. The average depletion was threefold, corresponding to 33% of 18S remaining compared to the no probe control sample (Fig. 1B; Supplemental Table S1). These results show that many different probes are effective, despite the highly structured nature of the ribosomal RNA molecule.

**FIGURE 1.**
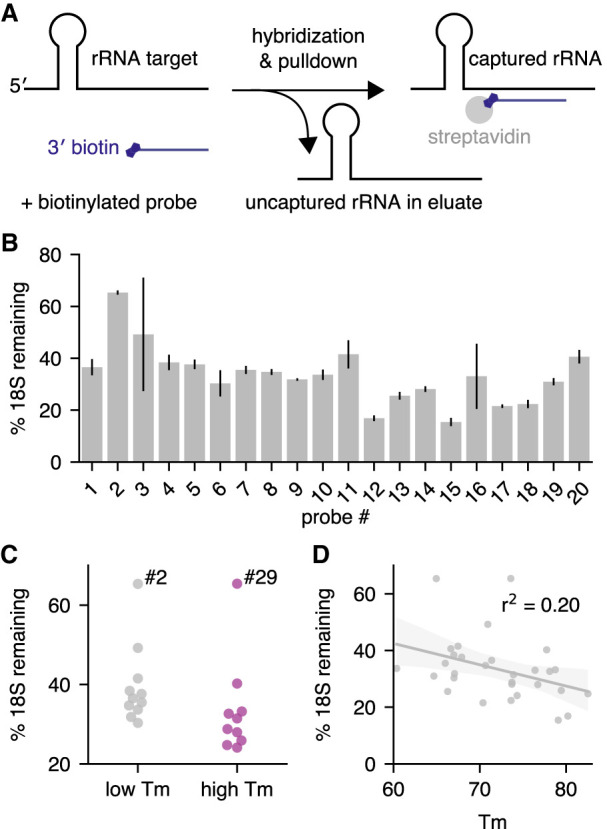
Short antisense oligos effectively deplete ribosomal RNA. Oligonucleotides targeting the *Drosophila* small rRNA (18S) were individually tested for their ability to deplete the *18S* transcript from larval total RNA. The percent of remaining 18S was quantified by qPCR. Values are derived from *18S* normalized to *Act5c*, in turn normalized to a nondepleted sample (no probe control). Values are the averages of three replicates of the depletion experiment, each using a different sample of larval RNA. (*A*) Outline of the single-probe depletion assay. A 3′ biotinylated probe targeting a specific site in the 18S is added to total RNA and subjected to hybridization. The target is captured with streptavidin beads and the remaining target is measured from the supernatant. (*B*) The percent of 18S rRNA remaining for all tested oligos of size 26–32 nt, arranged 5′ to 3′ by target site. Error bars are standard deviation between separate hybridization experiments, each performed with a different RNA sample. (*C*) Performance comparison between the initial set of low *T*_m_ probes (probes #1–#11, *T*_m_ < 72°C) targeting the left side of the 18S transcript and the second set of high *T*_m_ probes (probes #21–30, *T*_m_ > 72°C). Two-sided *t*-test *P* = 0.12. Probe #2 and probe #29 are outliers, possibly for structural reasons (see Fig. 2). (*D*) Correlation between the predicted *T*_m_ of the probe/target hybrid and the percent of remaining target for the 30 ∼30mer probes tested in the single-probe depletion assay (*P* = 0.01, Spearman's correlation).

We chose to use short ∼30mer probes for several practical and theoretical reasons. Short probes are inexpensive to manufacture at high purity, and they have lower potential for hairpin formation, unwanted dimerization, and off-target binding (Chou 2004). However, some studies of microarray probe design suggest that longer probes perform better in that application (Chou 2004). We therefore tested whether longer probes designed using our sequence composition criteria would be more efficient at removing rRNA. We found little evidence that longer probes of 46–52 nt removed more rRNA than the short probes (Supplemental Fig. S2A). We hypothesize that the additional nucleotides present in the longer probes make the propensity for self-structure greater and offset the theoretical gain in target affinity. Therefore, we decided to continue using small probes and turned our focus to optimization of probe selection within the 30 nt size range.

We examined our depletion data in order to discover probe properties favorable for ribosomal RNA depletion. Although all probes were able to achieve some degree of depletion, we observed large differences between the best- and worst-performing probes (Fig. 1B). To determine whether thermodynamic properties might explain these differences, we analyzed their relationship with probe efficacy. The correlation between the predicted ΔG for hairpin and homodimer formation of each probe and target depletion were not significant (Supplemental Fig. S2B,C). In contrast, the predicted *T*_m_ of each probe bound to its target was convincingly correlated with target depletion, with higher *T*_m_ probes achieving greater depletion on average (*r*^2^ = 0.17, *P* = 0.07, Spearman's correlation) (Supplemental Fig. S2D).

To test whether probes with *T*_m_s that are relatively high (>72°C) compared to the surrounding sequence area would perform better, we designed probes corresponding to *T*_m_ peaks in the first 60% of the 18S target region and tested them for their ability to deplete 18S rRNA. We observed that higher *T*_m_ probes did perform better than lower *T*_m_ probes on average (3.3-fold vs. 2.7-fold median depletion), although the comparison was not statistically significant (*P* = 0.12) (Fig. 1C; Supplemental Fig. S2E). Nevertheless, when we include all our tested ∼30mer probes in the analysis, *T*_m_ and probe performance are significantly correlated (Fig. 1D, *r*^2^ = 0.20, *P* = 0.01, Spearman's correlation). Given this striking correlation, we decided to set high *T*_m_ as one of our probe selection criteria.

Because we planned to select probes with *T*_m_s higher than the denaturation temperature (70°C), we reasoned that annealing would likely begin during the denaturation step, and that the annealing step of the protocol could be eliminated without affecting performance. We tested three different probes with and without the annealing step (Supplemental Fig. S3). Removing the annealing step completely by adding the denatured RNA directly to beads that had been preheated to 50°C increased the remaining 18S by an average of 11% across three probes tested, which ranged in *T*_m_ from 65°C to 80°C (*P* = 0.04). Given the small size of the effect, we decided to eliminate the 10 min annealing step from our further experiments and moved quickly from the denaturation step to streptavidin binding, allowing the hybridization reactions to rest only briefly at room temperature (∼1 min) before proceeding to bead capture. Thus, simply by choosing high *T*_m_ probes, we were able to create a rapid and robust rRNA depletion strategy.

We then asked whether local or global structure of the target rRNA molecule affects probe performance. We examined the target sites of the 18S probes in the structure of the small ribosomal subunit (Fig. 2; Anger et al. 2013; Bernier et al. 2014). Interestingly, the target sites of successful probes are distributed across the structure with no obvious propensity for single-stranded regions. In fact, many successful probes overlap hairpins that would be expected to require unfolding for the probe to bind. The two worst-performing probes (probe #2 and probe #29, Fig. 1C) overlap with regions of ribosomal RNA expansion segments ES3 and ES6 that are known to interact by base-pairing in the 3D structure, forming a helix (Supplemental Fig. S4; Alkemar 2003; Armache et al. 2010). This ES3/ES6 helix comprises eight consecutive base pairs, but it seems unlikely that this fact alone can explain the poor performance of these probes. Although probe #29 directly interacts with residues involved in the base-pairing, probe #2 interacts with residues adjacent to the helix that are not directly involved in base-pairing. Furthermore, several effective probes (#4, #8, #14, #18, #20, and #28) target regions containing at least eight consecutive base pairs. We postulate that the ES3/E6 long-range tertiary interaction is not completely unfolded after denaturation at 70°C. In some RNA structures, long-range tertiary interactions form cooperatively at an early stage of the folding pathway and may be more stable than expected (Behrouzi et al. 2012; Koculi et al. 2012). If probe #2 and probe #29 are excluded from the high and low *T*_m_ probe sets based on their proximity to the ES3/ES6 helix, then the difference between high and low *T*_m_ performance becomes statistically significant (*P* = 0.005, Fig. 1C). Taken together, our survey of 18S target sites suggests that successful probes can be chosen by picking probes with predicted *T*_m_ above the denaturation temperature and avoiding probes that are likely to contact a high affinity long-range interaction in the rRNA molecule.

**FIGURE 2.**
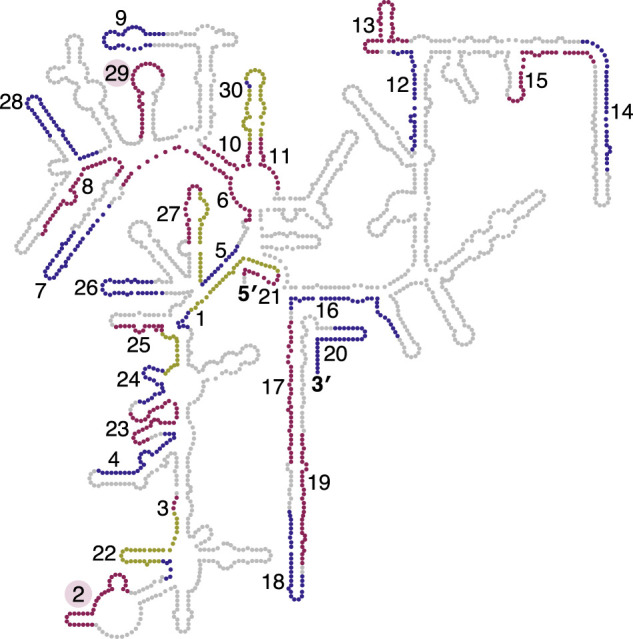
Most 18S structural features are accessible to probe targeting. The target sites of tested probes in the *Drosophila* 18S rRNA are shown. The secondary structure representation is based on data from the 3D structure and constructed using the RiboVision program (Anger et al. 2013; Bernier et al. 2014). Some probe target sites are overlapping because we designed a second set of high *T*_m_ probes against the 5′ side of the 18S (probes #21–30, see Fig. 1). To distinguish between the individual target sites, we have alternated the colors between red and blue, with the overlapping portions of probe target sites shown in yellow. The labels for the target sites of probe #2 and #29 are highlighted in red.

Using our selection criteria of short, high *T*_m_ probes outside of deeply structured regions, we chose a set of 15 probes covering the small and large ribosomal RNA transcripts (five targeting the 18S, five targeting the 5′ fragment of the 28S [28S-L], and five targeting the 3′ fragment of the 28S [28S-R]), spaced evenly along the transcripts to yield a probe density of approximately 1 probe/400 nt. We did not include probes for the smaller transcripts (5S and 5.8S) because we observed that they are not well captured by most RNA-seq protocols and do not contribute substantially to the total rRNA contamination. For the 18S probes, we selected five probes from those tested in Figure 1 (probes #12, 18, 21, 24, and 28). For the large subunit 28S fragments, we chose evenly spaced probes conforming to our sequence composition constraints and falling within the top 5% of *T*_m_ for potential probes. We also screened probes for potential matches against processed and unprocessed transcripts, using an alignment score cutoff that excludes probes matching more than 15 consecutive base pairs to nontargets (Kane 2000). We note that this filter is more stringent than many probe filtering pipelines because we included screening against genomic regions falling within annotated gene boundaries, that is, intronic sequences found in unprocessed transcripts. Thus, our probe design should allow us to deplete the major ribosomal RNA transcripts with minimal effects on both processed and unprocessed RNA quantification.

We first tested the efficacy and input range of our 15-probe pool using *Drosophila* larval total RNA. For larger RNA input amounts (1–5 µg), we successfully used an estimated fivefold molar excess of probe mix to rRNA (40 pmol probe mix per µg of input RNA) to deplete targets to <1% of their input levels (Fig. 3). Our optimization experiments demonstrated that a higher probe excess was needed to achieve similar depletion levels when lower input amounts were used (data not shown), consistent with the expectation that hybridization should be concentration dependent. We therefore used an estimated 20-fold molar excess to deplete rRNA from 100 ng of input RNA (Fig. 3). We were able to deplete rRNA from as little as 0.5 ng input using the 100 ng reaction conditions (probe mix at 4000-fold molar excess relative to 0.5 ng input RNA, Fig. 3). As the typical cell contains 10–20 pg of RNA (Ogura et al. 1998), 0.5 ng represents the amount of RNA that may be obtained from only 25–50 cells, which is comparable to a rare cell type experiment. Therefore, we have shown Ribo-Pop is effective and applicable over at least a 10,000-fold range.

**FIGURE 3.**
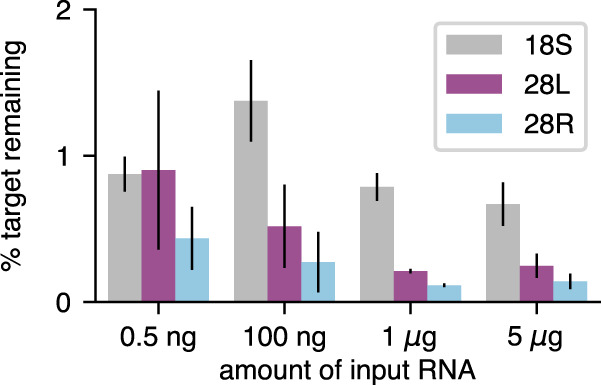
Depletion of rRNA performs well across a range of total RNA input levels. The percent of 18S, 28S-L (28L), and 28S-R (28R) targets remaining after Ribo-Pop starting from various levels of input RNA are shown. qPCR values for each target were normalized to the *Act5c* level of the same sample and then normalized to an input sample that was not subjected to Ribo-Pop treatment. See Materials and Methods and Supplemental Protocol for a detailed protocol. Error bars are the standard deviation between three independent experiments, each using a different RNA sample. Sequencing data from the 5 µg samples are presented in Figure 4.

It was important to know what improvement in effective sequencing depth could be achieved by applying Ribo-Pop to a typical RNA sequencing experiment. We subjected 5 µg of *Drosophila* total larval RNA to Ribo-Pop depletion and prepared sequencing libraries from the remaining RNA. Nondepleted RNA-seq libraries (“input”) were prepared in parallel. 

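Total RNA was extracted from 3 samples of 40 wandering third-instar larvae of the Oregon-R strain each, and each RNA sample gave 1 input and 1 depleted library. These libraries were random-primed (NEBNext Ultra II Directional kit, 8 PCR cycles), so that reads came from RNAs with and without a poly(A) tail. Depleted RNA started as 5 µg of total RNA, passed through hybridization, streptavidin capture and a bead-based cleanup, and 22 ng of it entered each library. Sequencing was single-end for 85 cycles. The authors trimmed the adapters, assigned the reads with Kallisto in stranded mode to coding, noncoding, spike-in and intronic sequences, summed the estimated counts per gene, and deposited these sums without normalizing them for depth or length. The 3 input libraries held 16701964, 16158593 and 16777734 estimated counts, and the 3 depleted libraries held 16889144, 16577270 and 14264502. Intronic sequences made up 0.271% of the counts of the input libraries and 5.34% of those of the depleted libraries on average. From these sums, the share of each transcript class was computed as a percent of all estimated counts of a library, spike-ins included, with pseudogenes of rRNA counted as rRNA, as in the paper's methods. The annotation used here, from Ensembl release 115, gave a biotype for 17709 of the 17806 genes in the table, and the other 97 genes made up 0.0199% of input counts and 0.450% of depleted counts. Errors are standard deviations over the 3 RNA samples. With 3 libraries against 3, an exact two-sided permutation test cannot give a p below 0.1. Confidence intervals are 95% Wilson intervals and cover counting error only, since PCR copies of a molecule are not independent.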

After sequencing, we mapped the reads to all annotated transcripts and counted the sum of reads counted per transcript class (Fig. 4A). Ribo-Pop depletion decreased the percentage of reads assigned to rRNA transcripts from an average of 97% of reads in the input libraries to an average of 27% of reads in the depleted libraries. 

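The rRNA class held 96.7% ± 0.58 (SD, n = 3) of the estimated counts in the input libraries and 27.2% ± 5.36 (SD, n = 3) in the depleted libraries. All 3 depleted libraries lay below the 3 input libraries (exact two-sided permutation test, p = 0.1, the smallest this design allows). The spread was wider after depletion, where the share was 23.7% in RNA sample 1 (confidence interval 23.64% to 23.68%), 24.6% in RNA sample 2 (24.62% to 24.66%) and 33.4% in RNA sample 3 (33.38% to 33.43%). These differences between depleted libraries exceeded the counting error. Of the other settings, leaving the rRNA pseudogenes outside the class moved the input share most, to 94.8%.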

Concurrently, depletion greatly increased coverage on non-rRNA transcripts. Protein-coding transcripts increased from 2.7% to 61.9% of reads and ncRNAs increased from 0.4% to 7.1% of reads. 

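Protein-coding genes held 2.72% ± 0.58 (SD, n = 3) of the counts in the input libraries and 61.5% ± 6.63 (SD, n = 3) in the depleted libraries, a ratio of the means of 22.6. For ncRNA genes the shares were 0.358% ± 0.013 and 7.10% ± 0.84 (SD, n = 3 each), a ratio of 19.8. The shares of snRNA rose from 0.0485% ± 0.0053 to 0.524% ± 0.073, and those of snoRNA from 0.0391% ± 0.0063 to 0.340% ± 0.062 (SD, n = 3 each), with smaller ratios of 10.8 and 8.70. In each of these 4 classes, every depleted library had a larger share than every input library (exact two-sided permutation test, p = 0.1 for each class).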

We also added synthetic spike-in RNAs to the input samples before depletion, and coverage on these spike-ins increased from 0.1% to 2.8% after depletion. Hence, Ribo-Pop depletion increased the effective depth of the sequencing experiment more than 20-fold.

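The spike-ins were the 7 SIRV genes of the Lexogen E0 mix. They received between 17796 and 18689 estimated counts in the input libraries, or 0.110% ± 0.00087 (SD, n = 3) of all counts, and between 414439 and 470616 in the depleted libraries, or 2.84% ± 0.37 (SD, n = 3). The ratio of the mean shares was 25.7, and no depleted library overlapped an input library.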

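Within each RNA sample, the share of counts outside rRNA in the depleted library was divided by that in the input library. This ratio was 22.3 ± 2.60 (SD, n = 3 RNA samples) and ranged from 19.8 to 25.0. Dividing the group means without pairing the libraries gave a ratio of 22.0. Taking the RNA classes apart, the ratio within RNA samples was 23.0 ± 2.84 for protein-coding genes and 19.9 ± 2.63 for ncRNA genes (SD, n = 3). From the reads that rRNA no longer took up and the larger share left for the other transcripts, the paper concludes that depletion raised the effective depth of the experiment.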

**FIGURE 4.**
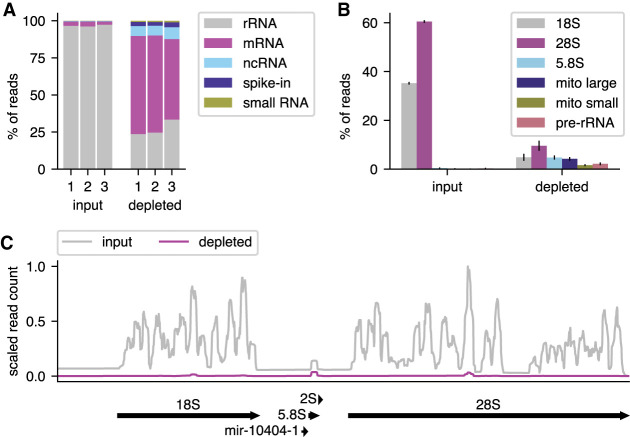
Ribo-Pop drastically increases effective sequencing depth. The effectiveness of Ribo-Pop depletion was assessed by RNA sequencing of input and depleted libraries prepared from *Drosophila* larval RNA. (*A*) The percent of reads assigned to each transcript class (biotype), is plotted for each of the three replicates of the input and depleted RNA samples. The data were obtained from three independent RNA samples in which each sample was used to construct one input library and one depleted library. (*B*) The percent of reads assigned to each type of ribosomal RNA is shown for the input and depleted samples. Error bars represent standard deviation between the three replicates. (*C*) RNA-seq coverage of a representative pre-rRNA locus (FBgn0267507) and its cleavage products in input and depleted samples. Reads in each library were scaled by the synthetic spike-in counts to allow direct comparisons between libraries. The average of three replicates for each sample type is plotted.

We then examined the remaining rRNA contamination in our depleted libraries. The remaining 27% of rRNA contamination is comprised of 9.6% 28S, 4.8% 18S, 4.2% mitochondrial large rRNA, 4.8% 5.8S rRNA, 2.2% pre-rRNA, 1.6% mitochondrial small rRNA, and 0.04% 5S (Fig. 4B). Thus Ribo-Pop depleted the targeted 18S and 28S RNAs down to levels similar to the minor rRNA contaminants (mitochondrial rRNAs, pre-rRNA, 5S and 5.8S), which together make up around 1% of reads in the input libraries. 

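In the input libraries, 28S held 60.5% ± 0.39 of all counts and 18S held 35.2% ± 0.38 (SD, n = 3). After depletion, 28S held 9.57% ± 2.24 and 18S held 4.84% ± 1.46 (SD, n = 3). The shares of 4 other types rose: 5.8S from 0.421% ± 0.058 to 4.76% ± 0.76, mitochondrial large rRNA from 0.142% ± 0.0056 to 4.22% ± 0.63, pre-rRNA from 0.299% ± 0.012 to 2.19% ± 0.41 and mitochondrial small rRNA from 0.0621% ± 0.0048 to 1.63% ± 0.20 (SD, n = 3 each). The 5S share fell from 0.0667% ± 0.0098 to 0.0362% ± 0.0037 (SD, n = 3). For each of these types the groups did not overlap (exact two-sided permutation test, p = 0.1), as chance alone gives for 10% of such comparisons. No count was assigned to 2S rRNA in any library, input included, so its share and its depletion could not be judged. The division of counts among genes of one type rests on the authors' estimate, so the estimated counts were summed per type. Sequence identity between these genes was not measured here. Leaving out the rRNA pseudogenes lowered the share of 5.8S in the depleted libraries to 3.88% and that of 28S in the input libraries to 59.0%.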

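The mitochondrial rRNAs, pre-rRNA, 5S and 5.8S together made up 0.992% ± 0.065 (SD, n = 3) of the counts in the input libraries and 12.8% ± 1.67 (SD, n = 3) in the depleted libraries. 18S and 28S together made up 95.7% ± 0.52 (SD, n = 3) before depletion and 14.4% ± 3.70 (SD, n = 3) after it.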

RNA depletion occurs relatively evenly across the targeted rRNA transcripts (Fig. 4C), suggesting that the remaining contamination is widely distributed. It is important to note that the observed increase in the percent of reads assigned to nontargeted RNAs can be explained by the increased sequence space available after depletion of the 18S and 28S transcripts. Likewise, examining the percent of target RNAs remaining is not an accurate measure of their fold change upon depletion. The actual fold change can be estimated by normalizing read counts to synthetic spike-in RNAs that were added before the depletion step. Using this normalization method, we find that the 18S and 28S decrease to approximately 0.5% and 0.6% of their input RNA levels, respectively, in agreement with our qPCR results. Hence, Ribo-Pop greatly depletes its targeted rRNA transcripts.

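For each RNA sample, the count of an rRNA type was divided by the sum of spike-in counts of its library, and the value of the depleted library was expressed as a percent of the value of the input library. By this measure, 0.528% ± 0.094 (SD, n = 3 RNA samples) of the 18S and 0.612% ± 0.087 (SD, n = 3) of the 28S remained, which are decreases of 189-fold and 163-fold. For 18S, the 3 RNA samples gave 0.446%, 0.506% and 0.631%, and for 28S they gave 0.518%, 0.630% and 0.688%. The 28S value was above the 18S value in all 3 RNA samples. Using the median over the 7 spike-ins in place of their sum gave 0.516% for 18S and 0.598% for 28S. Leaving out RNA sample 3 moved the 18S value most, to 0.476%, and leaving out RNA sample 1 moved the 28S value most, to 0.659%.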

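Under the same spike-in normalization, RNAs other than mature 18S and 28S were recovered to different degrees. The mRNAs as a class remained at 89.3% ± 0.33 of input and ncRNA at 77.2% ± 1.18 (SD, n = 3 RNA samples). With the median over spike-ins, these values were 87.4% and 75.5%. Mitochondrial large rRNA remained at 115% ± 6.4 and mitochondrial small rRNA at 102% ± 8.5, while 5.8S remained at 45.0% ± 11.7, snRNA at 42.3% ± 4.1, snoRNA at 34.3% ± 6.4, pre-rRNA at 28.3% ± 1.96 and 5S at 2.18% ± 0.58 (SD, n = 3 each). The representative pre-rRNA gene of Fig. 4C, pre-rRNA:CR45847 (FBgn0267507), which spans 66807 to 74924 of the rDNA sequence of the reference and contains an 18S and a 28S gene, remained at 3.94% ± 1.23 (SD, n = 3). Pre-rRNA:CR45845, which also contains an 18S and a 28S gene and held 69.7% of the pre-rRNA counts in the input libraries, remained at 38.9% ± 1.01 (SD, n = 3). Reads of these genes overlap those of their cleavage products, so the division of counts among them rests on the authors' estimate. From the spike-in normalized decrease of 18S and 28S, the paper concludes that Ribo-Pop greatly depletes its targets.

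**Figure D1:**
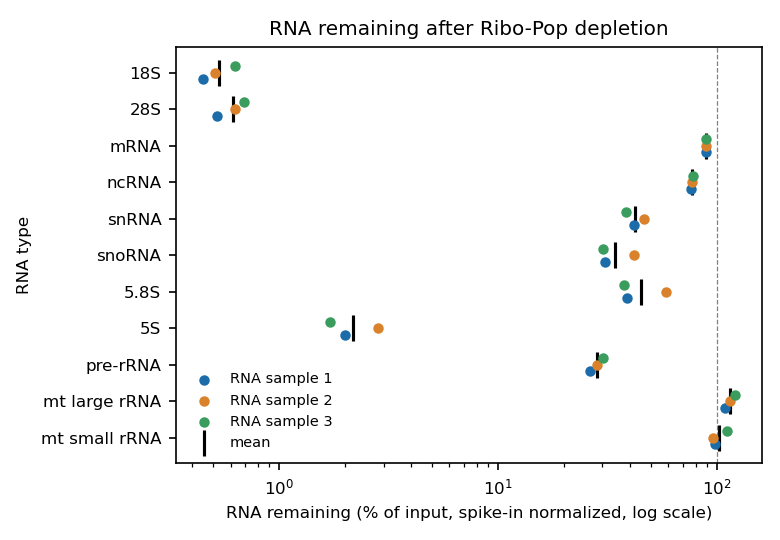
RNA remaining in the depleted random-primed libraries as a percent of input, normalized to the spike-ins, on a log axis. Each point is 1 of the 3 RNA samples, black bars are means, and the dashed line marks 100%; 18S and 28S lie below 1% in all 3 RNA samples, while mRNA lies between 89.1% and 89.7%.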

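The same 3 input and 3 depleted RNA samples were also made into poly(A)-primed libraries (QuantSeq 3′ mRNA-Seq FWD kit), in which reads start near the 3′ end of polyadenylated RNA. Each input library was made from 500 ng of total RNA and each depleted library from 11 ng of depleted RNA, with 12 PCR cycles. The authors trimmed poly(A) and adapter sequences, aligned the reads with STAR, and deposited the counts of uniquely mapping reads per gene from HTSeq, without normalization. The default settings of that counter use the strand and leave out reads that overlap more than one gene. The input libraries held 5235358, 6306874 and 4102646 counts on genes and spike-ins, and the depleted libraries held 4796816, 5301632 and 3542229. The authors' comparison used DESeq2. Here the counts were tested with edgeR's quasi-likelihood test after TMM normalization, with genes kept by edgeR's default filter on low counts, spike-ins left out and rRNA genes kept in the fit but not in the numbers of genes called. The fit covered 9535 genes, of which 9530 were not rRNA. P-values were adjusted by the Benjamini-Hochberg method. The RNA samples were not used as a block unless stated, since the paper's text names no covariate.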

To test the specificity of our probe pool, we compared poly(A)-primed sequencing from depleted samples to poly(A)-primed sequencing of input samples. We chose to use poly(A)-primed data for this analysis because the low depth of sequencing in nonpoly(A)-primed, nondepleted input samples precludes quantification of most genes. 

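In the random-primed input libraries, between 408080 and 579409 estimated counts fell on mRNA and ncRNA genes, with a mean of 508732. Of the 16653 mRNA and ncRNA genes in the table, 4502 (27.0%) had at least 10 counts in all 3 of these libraries, against 11279 (67.7%) in the 3 depleted random-primed libraries. The poly(A)-primed libraries reached this number of counts for 8790 genes (52.8%) in the input and 8512 genes (51.1%) in the depleted libraries. At a minimum of 50 counts, 1313 genes (7.88%) qualified in the random-primed input libraries and 4433 (26.6%) in the poly(A)-primed input libraries.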

We found that Ribo-Pop depletion had little effect on our gene quantification. The correlation between input and depleted RNA levels for mRNAs and ncRNAs was high (Pearson *r*^2^ = 0.94, Fig. 5A). 

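Across the 10124 mRNA and ncRNA genes with a mean of at least 1 CPM in each condition, Pearson's r² between the log10 mean CPM of the input and of the depleted libraries was 0.954. This is a correlation across genes, which are not independent replicates. Between the input and the depleted library of one RNA sample, r² lay between 0.920 and 0.938, with an SD over the 3 RNA samples of 0.0093. Pairs of input libraries from different RNA samples gave between 0.924 and 0.956, and pairs of depleted libraries gave between 0.926 and 0.953. Between an input and a depleted library of different RNA samples, values fell as low as 0.867. With all 14096 genes that had a count, on the log10(CPM + 1) scale, r² was 0.973, and with the 4808 genes with a mean of at least 10 CPM it was 0.944.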

We performed differential expression analysis and found that at an adjusted *P*-value cutoff of 0.01, 23 non-rRNA genes were called as increased by depletion and 208 non-rRNA genes were called as decreased, with a median fold-change of 1.9- and 2.2-fold, respectively (out of a total of 7,323 non-rRNA genes for which *P*-values could be calculated, Fig. 5B). 

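At an adjusted p under 0.01 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 11 of the 9530 tested non-rRNA genes were increased by depletion and 146 were decreased, with median fold changes of 1.97 and 2.5. Every decreased gene was lower, and every increased gene higher, in the depleted library of all 3 RNA samples. The genes were selected in these same libraries, so this is no separate evidence. Of the decreased genes, mt:tRNA:Met-CAT and Him had at most 3 counts in each depleted library, and placing them at the limit this sets left the median at 2.5. These numbers depended on the design. With the RNA sample as a block, 379 genes were increased and 757 decreased, and with DESeq2 in place of edgeR 23 were increased and 208 decreased. Without the first depleted library, 2 genes were increased and 43 decreased. In the self-test on simulated counts, the unblocked test recovered 174 of 200 changed genes. The blocked test recovered 187, with 2 false calls, on counts that were given an effect of the RNA sample. The planted changes were larger than the median changes called here, so recovery of smaller changes was not tested.
The largest decrease was in CG7203 (FBgn0031942, chromosome arm 2L, 7752170 to 7753186 in BDGP6.54), which fell from 10.8 CPM ± 2.45 to 0.392 CPM ± 0.390 (SD, n = 3 each). Its log2 fold change of -4.52 (standard error 0.46, adjusted p = 8.0e-05) rested on at most 4 counts per depleted library. Alas (FBgn0020764, 2R, 23964772 to 23966757) had a log2 fold change of -3.35 (standard error 0.29, adjusted p = 2.4e-05), and CG3868 (FBgn0036422, 3L, 14400769 to 14402725) of -3.00 (standard error 0.18, adjusted p = 2.6e-06), from 1017 CPM ± 183 to 127 CPM ± 12.2 (SD, n = 3 each). Muc96D and obst-A followed at -2.89 each. CG3868 and Muc96D each overlap another gene on the same strand, and reads in such overlaps were not counted. With each library left out in turn, these 5 decreases kept an adjusted p of at most 0.0031. The largest increases were in HmgZ (FBgn0010228, 2R, 21697488 to 21707861), with a log2 fold change of 1.57 (standard error 0.21, adjusted p = 0.00094), and in CG15203, AANATL2, Hsp67Ba and shot, with values from 1.01 to 1.55. AANATL2 also overlaps a gene on its strand. Each of these 5 increases had an adjusted p above 0.01 in at least 1 of the 6 fits that left out a library, up to 0.071 for CG15203, and with the RNA sample as a block the adjusted p of HmgZ was 0.082. All p-values here are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

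**Figure D2:**
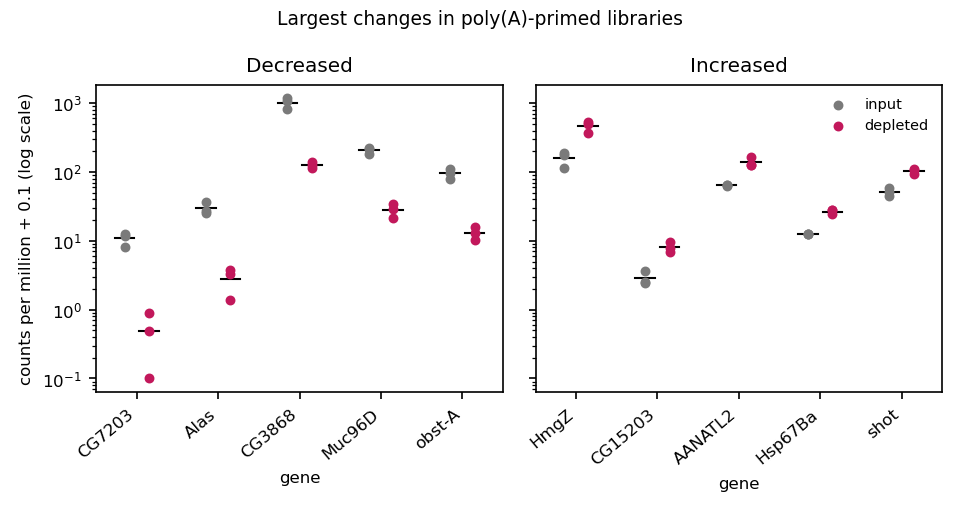
CPM (with 0.1 added, log axis) of the 5 genes with the largest decrease and the 5 with the largest increase in the poly(A)-primed libraries. Gray points are the 3 input libraries, red points the 3 depleted libraries and black bars their means. In all 10 genes the input and depleted points do not overlap, but the genes were chosen for their change in these same libraries.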

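Raising the threshold to an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg) gave 95 increased and 367 decreased genes, with median fold changes of 1.82 and 1.97. Together these were 4.85% of the tested non-rRNA genes. Without the first input library, 9 genes were increased and 136 decreased at this threshold. Scaling by the spike-in counts in place of TMM left 4 increased and 119 decreased genes, and adding the RNA sample as a block gave 789 increased and 1105 decreased genes.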

If an adjusted *P*-value cutoff of 0.05 were used, 82 genes would be called as increased and 359 genes called as decreased with a median fold change of 1.8- and 1.9-fold, respectively. The decreased genes do not have more sequence complementarity to the probes or the targeted rRNA transcripts than all other genes, suggesting that our probe specificity filtering approach was successful (Fig. 5C; Supplemental Fig. S5A,B). The lack of substantial complementarity between the observed decreased genes and both the probes and the rRNA transcripts themselves suggests that Ribo-Pop does not cause codepletion of these RNAs by off-target hybridization. The RNA pools before and after depletion differ greatly in concentration and composition. It is possible that these differences cause over or under recovery of some specific RNAs during library preparation that we are detecting here. Overall, depletion does not substantially bias gene quantification.

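Of the 9530 tested non-rRNA genes, 82.9% changed by less than 1.5-fold and 96.4% by less than 2-fold between the poly(A)-primed input and depleted libraries, whatever their adjusted p. The median log2 fold change of these genes was 0.02, and -0.04 when the libraries were scaled by the spike-ins. The 146 genes decreased at an adjusted p under 0.01 made up 7.63% of the counts of the input libraries and 3.06% of those of the depleted libraries. mRNA as a class, normalized to the spike-ins within each RNA sample, remained at 83.8% ± 4.89 of input (SD, n = 3). Act5C (FBgn0000042), the gene used to normalize the qPCR assays, had a log2 fold change of -0.23 (standard error 0.15, adjusted p = 0.42 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From the high correlation, the small number and size of the changes and the lack of complementarity to the probes, which was not analysed here, the paper concludes that depletion does not substantially bias gene quantification. Because the RNA pools before and after depletion differ in concentration and composition, it proposes over- or under-recovery of some RNAs during library preparation as a possibility.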

**FIGURE 5.**
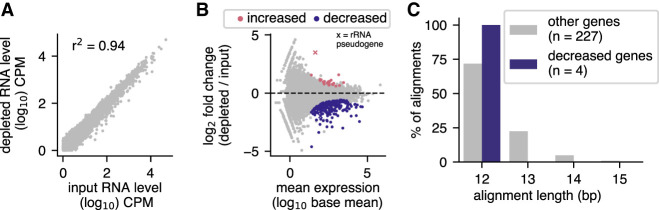
Ribo-Pop has minimal effects on expression measurements of non-rRNA genes. RNA-seq libraries prepared after Ribo-Pop depletion were compared to libraries made from nondepleted input RNA. To allow sufficient coverage for analysis, libraries were prepared using a poly(A)-primed method (QuantSeq). (*A*) Scatterplot and the Pearson's correlation between input and depleted RNA levels for mRNAs and ncRNAs. The RNA levels are the averages of three replicates for each condition, filtered to include only genes with an average of at least 1 count per million (CPM). Each replicate was prepared from a different RNA sample and corresponds to the same material used for the non-poly(A)-primed libraries analyzed in Figure 4. (*B*) MA plot for the comparison of Ribo-Pop depleted versus input libraries analyzed with DESeq2 (Love et al. 2014). Genes with an adjusted *P*-value <0.01 for differential expression are highlighted in pink if increased upon depletion or blue if decreased upon depletion. The two rRNA pseduogenes that are among the changing genes are indicated. (*C*) Stretches of complementarity between the Ribo-Pop probes and nontarget RNAs were identified by aligning the probe target sites to the transcriptome with BLAST (Altschul et al. 1990). Alignments are classified as overlapping a gene decreased upon Ribo-Pop depletion (decreased) or overlapping a gene not decreased upon depletion (other). Only alignments with 100% identity are displayed.

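Of the 3 rRNA pseudogenes that could be tested, 18SrRNA-Psi:CR41602 (FBgn0085813, X, 23211192 to 23213166 in BDGP6.54) was decreased by depletion, from 32.9 CPM ± 3.34 to 8.71 CPM ± 5.14 (SD, n = 3 poly(A)-primed libraries each). The test gave a decrease of 4.01-fold (standard error 0.31 on the log2 scale, adjusted p = 0.0036 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with the RNA sample as a block its adjusted p was 0.0103. 5.8SrRNA-Psi:CR45863 (FBgn0267523) rose from 1.60 CPM ± 0.76 to 17.9 CPM ± 13.3 (SD, n = 3 each), with a log2 fold change of 3.49 (standard error 1.00, adjusted p = 0.14 from the same test). Its counts ranged from 5 to 9 in the input and from 16 to 111 in the depleted libraries, and its adjusted p was 5.3e-11 with the RNA sample as a block and 0.0068 with DESeq2. Reads of rRNA pseudogenes can also match the rRNA genes, and only reads that mapped to a single place were counted.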

Finally, our goal in developing Ribo-Pop was not merely to create an rRNA removal protocol for ourselves, but to provide a general solution for any researcher to apply to their organism(s) of interest. To this end we wrote a fully automated pipeline for probe selection, which includes selection of evenly spaced, high *T*_m_ probes and specificity checking (Fig. 6A). The pipeline is implemented in Snakemake (Koster and Rahmann 2012), which makes the entire probe design process deployable with a single command. We also predesigned probe sets for some common model organisms, where possible generating a single probe set to target multiple organisms (Supplemental Table S2). For example, the pipeline designed a probe set targeting both *S. cerevisiae* and *S. pombe* yeast rRNA by finding regions of identity between each target and then choosing probes corresponding to our selection criteria (Fig. 6B). The yeast probe set was able to deplete the small and large rRNAs to <1% of their input levels (Fig. 6C), similar to the *Drosophila* probe set. In conclusion, we anticipate that Ribo-Pop will prove a versatile and cost-effective tool to enable full transcriptome sequencing for researchers working in many different systems.

**FIGURE 6.**
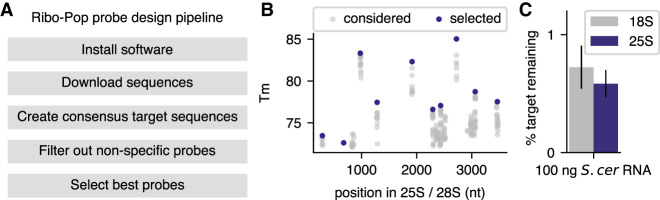
The Ribo-Pop probe design pipeline can be applied to other organisms. (*A*) The Ribo-Pop design pipeline. After software installation, the remaining steps can be automatically deployed. (*B*) An example output figure of the Ribo-Pop design pipeline after running the pipeline on the major rRNA transcripts of *S. cerevisiae* and *S. pombe* yeasts. The probe selection process for the large rRNA transcript is shown. Gray dots indicate possible probe placement sites based on conservation and sequence composition. Blue dots indicate the selected probes sites based on a desired probe set size of 10. (*C*) The Ribo-Pop probe set designed to target *S. cerevisiae* and *S. pombe* was applied to 100 ng of total RNA from *S. cerevisiae*. The averages of three experiments using different RNA samples are shown. Error bars are standard deviation.

## DISCUSSION

We have described a simple, effective, and affordable strategy for ribosomal RNA removal that can be extended to any organism with a sequenced genome. 

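In the 3 random-primed input libraries, 3.30% ± 0.58 (SD, n = 3) of the estimated counts lay outside rRNA. In the 3 depleted libraries the share was 72.8% ± 5.36 (SD, n = 3), from 66.6% to 76.3%.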

Using only 15 short ∼30mer probes, we were able to reduce rRNA levels greatly and increase the percent of non-rRNA reads from 3% to 73%. Furthermore, by testing individual probes, we elicited information about the importance (or lack thereof) of probe length, *T*_m_, and structural effects. We argue that these insights and the computational probe design pipeline that we have developed will be helpful to any researchers wishing to design their own probes and may even have relevance beyond rRNA removal for other types of RNA pulldown experiments, such as viral RNA purification.

Ribo-Pop has low start-up costs compared to many other noncommerical rRNA subtraction methods. By testing individual probes, we were able to identify features of successful probes and assess how many probes would be needed to obtain the desired results, without resorting to an unnecessarily costly excess of probes and streptavidin matrix. The oligos can be ordered biotinylated for around $1000–$2000, but thereafter used at a relatively low cost per reaction. As described here, oligos can also be ordered unmodified and biotinylated in-house for a start-up cost of around $50 per probe set and the additional cost of the TdT enzyme and ddUTP for a total start-up cost of around $150. The low costs and ease of adding or subtracting probes from the mix will make it simple for researchers to test and optimize custom mixes if needed.

A researcher wishing to deplete as much rRNA as possible may wish to add more probes to target the other contaminants or to tile across the 18S and 28S more densely. However, one should consider whether such a strategy is optimal from a cost-benefit perspective. To do so would more than double the size of the probe set and the cost of the experiment. If the expanded probe set were to decrease rRNA-mapping reads to 5%, then the space available for non-rRNA reads would increase from 73% to 95%, an increase of only 30%. In other words, greatly increasing the target space of the probe set and the cost per experiment is expected to increase the effective sequencing depth only modestly. For this reason, we chose to remain focused on the major contaminants, the processed rRNA transcripts of the small and large cytosolic ribosome. However, our probe design pipeline can accept user parameters to design more densely packed probes or to include more targets if desired.

One potential pitfall of our 15 oligo probe set is that it would not be expected to perform as well on fragmented rRNA. Use of a larger probe set entails a higher cost per reaction but would be predicted to perform better on fragmented samples. Another option for highly fragmented RNA may be an enzymatic depletion method where rRNA is bound by tiling DNA probes and then subjected to RNase H digestion. The RNase H treatment is sometimes preceded by a reverse transcriptase step to extend the DNA/rRNA hybrids and is always followed by a DNAse treatment to remove the DNA probes (Morlan et al. 2012; Fauver et al. 2019). These steps lead to a longer depletion protocol and possibly more opportunities for RNA degradation or nonspecific RNA targeting than Ribo-Pop. Furthermore, RNase H protocols are typically applied to total RNA < 1 µg, presumably due to the cost of reaction scale up for the multiple enzymatic steps. Nevertheless, RNase H methods may be more suitable than pulldown-based methods when dealing with highly fragmented RNA samples.

During preparation of this study, a handful of similar protocols using short probes were published using biotinylated oligos of approximately 50, 40, or 30 nt, followed by streptavidin pulldown (Kim et al. 2019; Kraus et al. 2019; Culviner et al. 2020). Two of these studies were validated with relatively small samples (100 ng) and used 2–3 rounds of depletion on the same sample, resulting in a more laborious protocol that uses many more moles of streptavidin per µg of total RNA than Ribo-Pop (Kim et al. 2019; Kraus et al. 2019). One of these studies, which used 88 40-nt oligos and 60-fold more streptavidin than Ribo-Pop per µg of total RNA (relative to the 1–5 µg experiments, Fig. 3), achieved higher rRNA depletion levels than Ribo-Pop (Kim et al. 2019). We believe that the difference is due to their larger probe set, which includes both denser tiling of the 18S and 28S and inclusion of additional target RNAs. Their expanded probe set and greater decrease in rRNA contamination comes at much higher cost per µg of total RNA that we found unjustified in our experiments. The other study used 90 times more streptavidin despite using only 12 50-nt probes (Kraus et al. 2019). We do not know the reason they used such high molar excess of probes and streptavidin, but we speculate it may be related to the relatively low salt concentration and the inclusion of formamide in their hybridizations, conditions which caused reduced depletion efficiency in our pilot experiments (data not shown). Therefore, we believe that Ribo-Pop is faster and more economical than these related methods.

The most recently published protocol, the DIY method, which used 21 30-nt probes is most similar to ours in probe length, number, and depletion protocol (Culviner et al. 2020). In that study, the authors chose to focus on a design that would be able to target several different bacterial species. Thus, they allowed mismatches between the probe and target and selected probes with a lower *T*_m_ than the Ribo-Pop pipeline. They achieved similar depletion levels to Ribo-Pop, although a direct comparison is difficult because bacteria lack 5.8S and mitochondrial rRNAs. Impressively, they were able to deplete rRNA from highly distant species. The Ribo-Pop probe design pipeline does allow the user to design probe sets targeting multiple species. However, it does not currently support probe design at alignment sites containing mismatches between the target species. Given the prevalence of short stretches of nucleotide identity suitable for probe design and the relatively low cost of creating additional Ribo-Pop probe sets, we do not feel that this feature is required at this time. Users that need to deplete rRNA from a pool of distantly related microbial communities may find the DIY design better suited to their needs, although another option could be to use Ribo-Pop to select high *T*_m_ probes from subsets of more closely related species and then pool them to create a probe set against a very diverse set of species. It is difficult to know whether inclusion of more high *T*_m_ probes or fewer low *T*_m_ probes would lead to better rRNA depletion in this type of experiment. In any case, either of these tools should provide an effective open source option to design rRNA removal probes that target multiple species.

Ribosomal RNA removal reagents should be available to the entire scientific community, not only those that happen to work with the organisms best served by the biotechnology industry. The cost of RNA sequencing has been decreasing rapidly over the last 10 years (Sboner et al. 2011). While previously the cost of the sequencing reaction itself was the main financial barrier to performing these experiments, now with falling sequencing costs, sample preparation costs can become a limiting factor (Sboner et al. 2011). The use of a commercial ribosomal RNA extraction kit can easily more than double the total sample preparation cost. As statistical power and the ability to draw biologically meaningful conclusions grow with the addition of more replicates and more biological conditions (Liu et al. 2014), high sample costs relative to sequencing costs discourage discovery-driven science. Furthermore, the lack of readily available solutions for some model organisms (such as *Drosophila*) and other organisms of ecological interest effectively prevent or severely limit the application of many RNA sequencing protocols in these systems. This discrepancy further widens the gap between often better-funded mammalian work and frequently underfunded work on invertebrate models. We argue that rRNA depletion is the most appropriate approach to informative RNA enrichment for many biological questions, and that “open source” reagents as cost effective and readily available as oligo-dT for poly(A) selection should be made available. We believe that the Ribo-Pop method will help bridge this resource gap.

## MATERIALS AND METHODS

### Probe design for the *Drosophila* rRNA transcripts

We first created an alignment of the *Drosophila* 18S from the three annotated nonpseudogene variants (FBtr0346874, FBtr0346882, FBtr0346878) using MAFFT (Katoh 2002) with the ‐‐auto parameter. A consensus sequence was created in which mismatches and internal gaps in the alignment were replaced by Ns. We input the 18S sequence into the Oligostan.R script (designed for smFISH probe design) (Tsanov et al. 2016) with the default parameters (min length = 26, max length = 32, ΔG_min_ = −36, ΔG_max_ = −28). For the longer 46–52mer probes, we changed the desired probe length to these ranges and set the ΔG_min_ = −56 and ΔG_max_ = −48. We then screened the returned probes to remove probes with five or more consecutive identical nucleotides, four or more consecutive As, or four or more consecutive Cs in the first half of the probe sequence, as previously recommended (Xu et al. 2009; Tsanov et al. 2016). We also removed probes with GC content <40% or >60% (Xu et al. 2009; Tsanov et al. 2016) and probes that overlap with Ns in our consensus sequence of 18S variants. We chose 20 probes of length 26–32 and 5 probes of length 46–52 nt from these sets for our initial tests. We later chose 10 high *T*_m_ probes corresponding to *T*_m_ peaks on the left side of the 18S. The high *T*_m_ probes have otherwise the same length and thermodynamic property ranges (predicted ΔG for homodimer and heterodimer formation) and meet the same sequence composition criteria as the first set of 20 short probes. The predicted *T*_m_ of each probe/target interaction was calculated using Biopython (Cock et al. 2009) with nearest-neighbor values measured for RNA/DNA hybrids (Sugimoto et al. 1995), the DNA concentration set to 250 nM, and salt correction applied (SantaLucia 1998) for 300 mM Na^+^. ΔG estimates were obtained from Primer3 (Untergasser et al. 2012) using a Na^+^ concentration of 300 mM.

After our initial tests we decided to enforce additional probe selection criteria. We limited our selection to probes with a predicted ΔG of hairpin formation >−3 kcal/mol and a predicted ΔG of homodimer formation or heterodimer formation with other probes to >−10 kcal/mol. We also incorporated screening for probes with potential off-target binding using BLAST (Altschul et al. 1990) alignment. We built a custom BLAST database containing both spliced transcripts and introns with 40 nt of flanking sequence, then aligned the reverse complement of our probe candidates to the transcript database. To ensure we detected short regions of homology, we used the blast command “blastn -task blastn-short -dust no -soft_masking false -evalue 50”. We removed any probes that had an alignment bitscore >32, which catches probes with 16 or more contiguous matches to a nontarget transcript. This filter is similar to one used for microarray probe selection (Kane 2000; Wang and Seed 2003).

The five probes targeting the 18S rRNA that were included in the final mix were picked from the initial set of 30 tested probes after checking that they met our additional thermodynamic and specificity criteria. For probes targeting the *Drosophila* 28S rRNA, we made a consensus sequence of FBtr0346876 and FBtr0346885 and selected probes of 26–35 nt that met the same constraints and fell within the top 5% of *T*_m_ for available candidates in a 200 nt moving window. We excluded probes that overlap regions involved in long-range base-pairing: between ES3 and ES6 in the 18S and between helix 22 and helix 88 in the 28S.

### Probe design for additional species with the Ribo-Pop probe design pipeline

To enable streamlined design of additional probe sets, we wrote a pipeline to automate all tasks of probe design. The pipeline builds a consensus sequence for each target, so that multiple transcript variants and/or targets from multiple organisms can be used as input. The consensus sequences are masked (Frith 2011) to prevent selection of probes overlapping repetitive regions. Candidate probes are then created in the user-defined size and *T*_m_ range and filtered to remove probes with undesirable sequence composition or thermodynamic properties, as described in the previous section. The pipeline automates building of the BLAST transcript database and screening of probe candidates for off-target binding. Finally, the pipeline selects candidate probes at *T*_m_ peaks that are as evenly spaced along each target as possible. The pipeline is available at https://github.com/marykthompson/ribopop_probe_design. The pipeline is implemented in Snakemake (Koster and Rahmann 2012).

### Probe biotinylation and purification

Unlabeled oligos were ordered from Sigma Aldrich or Invitrogen with desalting purification and resuspended in probe resuspension buffer (10 mM Tris 8, 0.1 mM EDTA). The long 46–52 nt probes were subjected to in-house PAGE purification before use. Probes were biotinylated with terminal deoxynucleotidyl transferase (TdT, Thermo Fisher) and dideoxy-UTP-biotin (biotin-11-ddUTP, Jena bioscience) as previously described (Gaspar et al. 2017). To biotinylate single probes for testing, we set up 5 µL reactions containing 100 pmol unlabeled oligos, 500 pmol ddUTP-biotin, and 4U TdT. To biotinylate oligo pools, we set up 15 µL reactions containing 1000 pmol mixed unlabeled oligos, 3000 pmol ddUTP-biotin, and 12U TdT. Reactions were incubated overnight at 37°C in a PCR machine and terminated by heat inactivation at 70°C for 10 min. The 5 µL reactions were purified with the ZR-96 Oligo Clean & Concentrator and 15 µL reactions were purified with the Oligo Clean & Concentrator kit (Zymo Research) and eluted with probe resuspension buffer. Probe concentration was determined using duplicate measurements from a NanoDrop ND-1000 instrument using the ssDNA setting and molarity was determined using the A260 value and the nearest-neighbor extinction coefficient estimated from the OligoEvaluator tool (Sigma Aldrich). Biotinylation efficiency was assessed by running an aliquot of the biotinylated oligo alongside an unbiotinylated oligo of the same sequence and 10 bp DNA ladder (Thermo Fisher) on a 20% TBE-Urea PAGE gel (SequaGel, National Diagnostics) and staining with SYBR Gold (Thermo Fisher). Images of the gels were captured with a LI-COR Odyssey Fc.

### *Drosophila* and yeast culture and RNA extraction

*Drosophila melanogaster* wild type strain Oregon-R flies were raised on standard cornmeal-agar medium at 25°C. Three samples of 40 wandering third instar larvae each were collected and RNA was extracted with TRIzol (Allen 2016). *Saccharomyces cerevisiae* strain BY4741 was cultivated in YPAD media (yeast extract, peptone, dextrose [2% w/v] supplemented with adenine hemisulfate). Yeast were diluted to low OD600 and grown overnight at 30°C with rapid agitation, then harvested in mid-log phase at OD 0.5. Each sample was derived from an independent colony. RNA was extracted from cell pellets using the hot acid phenol method. Pellets from 10 mL of culture were resuspended in 200 µL TES (10 mM Tris 7.5, 10 mM EDTA, 0.5% SDS) and 200 µl acidic phenol (Sigma Aldrich P4682) and heated with agitation at 65°C for 10 min in a thermomixer (Eppendorf ThermoMixer C) at 1000 rpm. After 5 min of cooling on ice, then 5 min at room temperature, the sample was mixed vigorously with chloroform and centrifuged 5 min at 16,000*g* to separate the phases. The aqueous phase was then subjected to extraction with 1 volume phenol:chloroform:iaa (Thermo Fisher AM9730, without added buffer) and a final extraction with 1 volume chloroform. The aqueous phase was brought to 300 mM NaOAc with 3M NaOAc, pH 5.2, and 1 volume of isopropanol was added to precipitate the RNA. Prior to rRNA depletion, 50 µg aliquots of RNA were treated with 10U of TURBO DNAse (Thermo Fisher) for 30 min at 37°C, then purified with the RNA Clean & Concentrator kit (Zymo Research) and eluted with water.

### Quantitative PCR

cDNA synthesis was performed with UltraScript Reverse Transcriptase (PCR Biosystems) in 10 µL reactions containing a mix of RNA, random hexamer (5 µM), anchored oligo-dT primer (1 µM, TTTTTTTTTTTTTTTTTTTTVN, Jena Bioscience), buffer, and 100U UltraScript enzyme. Reactions were denatured 5 min at 70°C with RNA and primers alone, then placed on ice for 5 min. The remaining components were then added and the reactions were incubated for 10 min at 25°C, 30 min at 42˚C, followed by 10 min at 85°C. cDNA was amplified with qPCRBIO SyGreen Mix Lo-Rox (PCR Biosystems) according the manufacturer's instructions in 10 µL reactions with a Bio-Rad CFX96 instrument. The qPCR primer sequences, some of which were taken from a previous study (Harzer et al. 2013), are listed in Supplemental Table S3. Standard curves with cDNA dilutions were routinely performed to ensure the amplification efficiency was close to 100% and no RT controls were also assessed to verify the success of DNA removal from the RNA samples. The amplification Ct values were called automatically by Bio-Rad CFX Manager. Fold changes are derived from the ΔΔ*C*_t_ method. Each target *C*_t_ value was first normalized by *Act5c* (ΔCt), followed by normalization by a control sample (either no probe or input RNA, as indicated in the appropriate figure legend) to produce ΔΔCt.

### Single-probe depletion assay

Biotinylated probes were brought to 0.2 µM in probe resuspension buffer (10 mM Tris 8, 0.1 mM EDTA) and used to deplete rRNA from 200 ng of larval total RNA. To minimize the effect of pipetting error on probe efficacy measurements, each replicate uses a different sample of larval RNA and an independent dilution of biotinylated probe. Each probe was hybridized in a 10 µL reaction containing 200 ng total RNA and 0.5 pmol of probe in Ribohyb buffer (2X SSC, 0.01% Tween-20). Reactions were heated to 70°C for 5 min in 1.7 mL tubes in a thermomixer and then placed at room temperature for 10 min before capture with Dynabeads MyOne Streptavidin C1 (Thermo Fisher). To prepare beads for capture, 2 µL beads per sample were washed 3× in MyOne B & W buffer + 0.01% Tween, 2× in Dynabeads buffer A + 0.01% Tween, 2× in Dynabeads buffer B + 0.01% Tween, 3× in Ribohyb buffer and resuspended in a final volume of 10 µL Ribohyb buffer in a nonstick tube (Eppendorf Protein LoBind). The 10 µL hybridization reactions were added to 10 µL of resuspended beads for a binding reaction volume of 20 µL. Samples were then incubated in a thermomixer at 50°C for 10 min at 1000 rpm, then moved to a magnetic rack. The supernatant (rRNA depleted) was taken, the beads were washed with 20 µL of Ribowash buffer (0.4X SSC, 0.01% Tween), and the second supernatant combined with the first supernatant. The supernatant was diluted 1:8 in water and 4 µL of the dilution was used for cDNA synthesis. A no probe control sample, which consists of RNA subjected to hybridization conditions and bead binding in the absence of an added probe, was included in every experiment. In the test of the requirement of the annealing step (Supplemental Fig. S3), the same protocol was followed except that the no annealing samples were added directly to beads that had been preheated to 50°C for 5 min.

### rRNA removal with pooled probes

A mix of 15 oligos targeting the 18S and 28S were biotinylated. The hybridization reaction volume and probe mix amount was scaled to achieve efficient rRNA depletion from different starting amounts of input RNA. For the lower input amounts (0.5 ng and 100 ng), hybridization was performed in 10 µL reactions containing 16 pmol of probe mix and 4U RNasin Plus (Promega). For the 1 µg input samples, hybridization was performed in 10 µL with 40 pmol of probe mix and 4U RNasin Plus. The 5 µg input samples (used for RNA-seq) were hybridized in 40 µL reactions containing 200 pmol of probe mix and 40U RNasin Plus. Reactions were denatured at 70°C for 5 min and then added to prewashed MyOne C1 streptavidin beads with the supernatant removed such that the volume of the binding reaction remained the same as the hybridization reaction (except for the 5 µg samples, where the volume of the binding reaction was increased to 50 µL). Beads were prepared as for the single-probe assay, except Tween was withheld from Dynabeads buffer A. (We observed that Tween forms precipitates in buffer A after storage for >1 wk and thus decided to omit it for further experiments.) After binding, the supernatant was collected, and the beads were washed with 1 volume of Ribowash buffer and the supernatant collected again. The Ribo-Pop depleted supernatant was cleaned up with 1.8X volume of Mag-Bind TotalPure NGS (Omega Bio-tek) beads. After cleanup, Ribo-Pop depleted RNA was subjected to cDNA synthesis and qPCR analysis, where it was compared to a nondepleted input RNA sample from the same source material. 100 ng of *S. cerevisiae* material was tested with the same protocol as the *Drosophila* 100 ng samples.

### RNA sequencing and data analysis

Ribo-Pop rRNA removal was applied to 5 µg of larval RNA as described in the previous section. A synthetic RNA spike-in mix, Lexogen E0 (Lexogen, cat # 025.03) was added to the sample before rRNA removal at a ratio of 0.09 ng per 100 ng total RNA for quality control. After rRNA removal, fractions of both the input RNA and the rRNA-depleted RNA were used to construct total RNA libraries or poly(A)-primed libraries. We used the QuantSeq 3′ mRNA-Seq Library Prep Kit FWD for Illumina (Lexogen, cat # 015.24) to prepare poly(A)-primed libraries. For the input samples, 500 ng of total RNA was used for library construction. For rRNA-depleted samples, the equivalent amount RNA corresponding to 500 ng of total RNA predepletion was used (11 ng). Libraries were amplified with 12 cycles of PCR. We used the NEBNext Ultra II Directional RNA Library Prep Kit (E7765S) to construct the total RNA libraries. We used the equivalent amount of RNA corresponding to 1 µg of total RNA predepletion (22 ng) or a matched amount of nondepleted total RNA. Libraries were amplified for eight PCR cycles. Libraries were loaded onto an Illumina NextSeq 500/550 High Output v2 cartridge and subjected to single-end sequencing on a NextSeq 500 instrument for 85 cycles.

The raw sequencing data was demultiplexed and converted to fastq format on Illumina Basespace. Then adapters were removed from the sequences. For the NEB libraries, the NEB adapter was removed with Cutadapt (Martin 2011). For the QuantSeq libraries, poly(A) and Illumina adapters were trimmed from the reads using BBDuk (Bushnell, BBMap. https://sourceforge.net/projects/bbmap/) with the parameters “k = 13 ktrim = r useshortkmers = t mink=5 qtrim = r trimq = 10 minlength = 20”, as recommended by Lexogen. *Drosophila melanogaster* genomic and transcript sequences were downloaded from Ensembl (release 99, assembly BDGP6.28). A STAR (Dobin et al. 2013) index was built containing the genomic sequence and the SIRV synthetic spike-in gene sequences (Lexogen). A Kallisto (Bray et al. 2016) index was built with the coding, noncoding, and spike-in transcripts, as well as intronic sequences with 30 nt of flanking sequence on either side. Kallisto was used to estimate transcript abundance using the “-l 1 -s 1 –single –fr-stranded” options for the QuantSeq libraries and “-l 1 -s 1 –single –rf-stranded” for the NEB libraries. Reads were also mapped to the genome with STAR. HTSeq (Anders et al. 2015) was used to count unique-mapping reads per gene with “htseq-count” using the STAR alignments and default parameters. Gene-level differential expression analysis was performed with DESeq2 (Love et al. 2014) using the HTSeq quantification.

Gene-level quantification presented in Figure 4 was obtained by summing the quantification of individual transcripts from Kallisto. For biotype analysis, most genes were assigned to the biotype given in the annotation file. An exception was made for pseudogenes derived from rRNA, which were assigned to the rRNA biotype. The coverage of the rRNA locus presented in Figure 4 was obtained using Samtools (Li et al. 2009) and Bedtools (Quinlan and Hall 2010). After sorting the STAR alignments with Samtools, Bedtools was used to calculate coverage using the -bga option to produce a bedgraph file. Comparison of RNA levels and differential expression analysis between depleted and input samples in Figure 5 was done using the HTSeq quantification of the QuantSeq libraries. To search for potential off-target effects of the Ribo-Pop probes, we used BLAST (Altschul et al. 1990) to query the probe target sites against a database containing the longest transcript of each gene using the parameters “blastn -task blastn-short -dust no -soft_masking false -evalue 500”. We also used another local alignment tool, STELLAR (Kehr et al. 2011) to find longer regions of complementarity with more mismatches between both the probes and the targeted rRNA transcripts. To reduce computation time, we searched only the genes for which DESeq calculated a *P*-value for the comparison between input and depleted samples, choosing the longest annotated transcript for each. We used the parameters “-f -e 0.25 -l 26 -n 10000 -s 10000” to search for complementarity to the probes and the parameters “-f -e 0.25 -l 30 -n 10000 -s 10000” to search for complementarity to representative 18S and 28S transcripts (FBtr0346882 and FBtr0346885). Snakemake (Koster and Rahmann 2012) and Conda (Grüning et al. 2018) were used to run the RNA-seq pipeline and manage software dependencies. Downstream analysis and figure construction was completed using open-source scientific computing software, including Numpy, Scipy, Pandas, and Matplotlib, run in Jupyter notebooks (Hunter 2007; McKinney 2010; van der Walt et al. 2011; Kluyver et al. 2016; Virtanen et al. 2020). Illustrations were made in Inkscape. Further details, including the RNA-seq pipeline and details of downstream analysis are available on Github at https://github.com/marykthompson/ribopop_rnaseq. The specific versions of software used are listed in Supplemental Table S3.

## DATA DEPOSITION

RNA sequencing data, including processed files summarizing the gene-level quantification and differential expression analysis, have been deposited in the Gene Expression Omnibus with accession number GSE150332.

## SUPPLEMENTAL MATERIAL

Supplemental material is available for this article.

## Supplementary Material

Supplemental Material

# Supplementary material for: Ribo-Pop: simple, cost-effective, and widely applicable ribosomal RNA depletion
**Source:** RNA. 2020 Nov;26(11):1731–42. doi: 10.1261/rna.076562.120
**Supplement:** Supplemental Material

Ribo-Pop: simple, cost-effective, and widely applicable ribosomal RNA depletion — Supplemental Material 

# Ribo-Pop: simple, cost-effective, and widely applicable ribosomal RNA depletion

## Supplemental Material

- Supplemental\_Figures.pdf
- Supplemental\_Protocol.docx
- Supplemental\_Table\_S1\_18S\_candidate\_properties.csv
- Supplemental\_Table\_S2\_probesets.xls
- Supplemental\_Table\_S3\_oligos\_and\_software.xlsx

# Supplementary material for: Ribo-Pop: simple, cost-effective, and widely applicable ribosomal RNA depletion
**Source:** RNA. 2020 Nov;26(11):1731–42. doi: 10.1261/rna.076562.120
**Supplement:** Supplemental Material

**Supplemental protocol: Oligo biotinylation & rRNA depletion**

**Prepare MyOne C1 beads:**

1. Mix the bead stock and aliquot the calculated volume to a non-stick tube.
2. Batch wash the beads in 2X original volume, or at least 100 µl.
   1. Wash 3X in 1X MyOne B&W buffer + Tween.
   2. Wash 2X in Dynabeads buffer A.
   3. Wash 2X in Dynabeads buffer B + Tween.
   4. Wash 2X in 1X Ribohyb buffer.
3. Resuspend beads in 5X original volume of 1X Ribohyb buffer and aliquot 5X per-sample bead volume to a non-stick tube for each sample. Leave the prepared beads in a magnetic rack until ready to proceed.

**Probe hybridization and streptavidin pulldown*:**

1. Add the following components to a tube on ice (an example is shown for 5 µg RNA, scale down to as low as 10 µl for lower input reactions):

| component | µl |
| --- | --- |
| probe mix, 20 pmol/µl | 10 |
| total RNA, 200 ng/µl | 25 |
| 10X Ribohyb buffer | 4 |
| RNAse inhbitor (optional) | 1 |
| H2O to 40 µl | 0 |

1. Move the hybridization reactions to a heat block or thermomixer at 70 ˚C for 5 min.
2. Remove the supernatant from the prepared MyOne C1 beads and add the hybridization reaction. Mix thoroughly by pipetting, making sure to fully resuspend the beads. (Optional: the hybridization reactions can be allowed to rest for 5-10 min at room temperature before mixing with the beads to allow additional annealing to occur. We found this step does not have a large effect on the results.)
3. Incubate the reaction at 50 ˚C for 10 min with vigorous mixing, for example using a thermomixer at 1000 rpm.
4. Place the tubes in a magnetic stand and remove the supernatant to a new tube (save the supernatant!).
5. Add 1 reaction volume of Ribowash buffer, resuspend the beads, place back on the magnet, and take the supernatant again. Add the 2^nd^ supernatant to the first supernatant.
6. Proceed to clean up of the combined supernatants.

*Notes:

- Calculation of probe molar excess: Using the length of the major rRNA transcripts and the average MW of 340 gm/mol*nt, we estimate that 200 ng of total RNA contains 0.2 pmol of rRNA (approximately 0.1 pmol of 18S and 0.1 pmol of 28S). We need 0.5 pmol of each probe to reach a 5-fold molar excess. In a 15-probe pool, this is 7.5 pmol of pooled probe mix. Scaled to 5 µg total RNA, this becomes 187.5 pmol, which we rounded to 200 pmol for simplicity.
- Calculation of bead excess: We achieved good results using a 5:1 ratio of stated bead binding capacity to oligo. For the MyOne C1 beads, the stated binding capacity for oligos is 500 pmol/mg. At 10 mg/ml, the beads can bind 5 pmol/µl. Therefore, we simply used 200 µl of beads (1000 pmol binding capacity) to capture 200 pmol of probe.
- We have observed that both decreasing the reaction volume (and therefore increasing the probe and target concentrations) and increasing the molar excess of probe increases the efficiency of rRNA removal. We recommend choosing the smallest hybridization reaction possible given the starting concentration of the total RNA (down to 10 µl). Then, test reactions can be performed starting with a 5-fold molar excess of probe:RNA and compared to an aliquot of the input RNA by qPCR.
- After denaturation the reactions should not be transferred to ice or spun in a refrigerated centrifuge at any of these steps, in case cooling could cause non-specific binding of the probes.

**Clean up the supernatant:**

RNA can be purified from the supernatant with alcohol precipitation, a column-based clean-up kit, or a bead-based clean-up kit. We recommend using a column- or bead-based kit, as the standard protocol should also remove any remaining small DNA oligos. Remaining oligo can be assessed by running an aliquot of the rRNA depleted and purified reaction alongside an aliquot of the oligo mix on a PAGE gel (e.g. 20% TBE-Urea). We were not able to observe any remaining oligo by PAGE after streptavidin pulldown and bead-based clean up.

**TdT labeling of unmodified oligos (required if starting with unmodified oligos)^1^:**

1. Dilute individual unmodified oligos to 200 µM in probe resuspension buffer.
2. Add an equal volume of each unmodified oligo to obtain a 200 µM pool.
3. Set up the TdT labeling reaction in a PCR tube with the following components:

| component | µl |
| --- | --- |
| oligo mix, 200 µM | 5 |
| biotin-ddUTP, 1 mM | 3 |
| 5X TdT buffer | 3 |
| H2O | 3.4 |
| TdT enzyme (20 U/µl) | 0.6 |

1. Incubate overnight at 37 ˚C in a PCR machine.
2. Stop the reaction by heating to 70 ˚C for 10 min.
3. Clean up the oligos using ethanol precipitation or an oligo clean-up kit (e.g. Zymo Oligo Clean & Concentrator).

**Buffers:**

10X Ribohyb buffer*:

20X SSC, 0.1% Tween-20

1X Ribowash buffer:

0.4X SSC, 0.01% Tween-20

20X SSC:

3 M NaCl, 300 mM trisodium citrate (adjust pH to 7.0 with HCl).

Probe resuspension buffer:

10 mM Tris-HCl (pH 8.0), 0.1 mM EDTA

*Use 10X for setting up the hybridization reactions and make a 1X dilution for bead preparation.

Dynabeads buffers (from MyOne C1 protocol with added Tween-20):

1X MyOne B&W buffer + Tween:

5 mM Tris-HCl (pH 7.5), 0.5 mM EDTA, 1 M NaCl, 0.01% Tween-20

Dynabeads buffer A:

0.1 M NaOH, 0.05 M NaCl

Dynabeads buffer B + Tween:

0.1 M NaCl + 0.01% Tween-20

References:

1. Gaspar, I., Wippich, F. & Ephrussi, A. Enzymatic production of single-molecule FISH and RNA capture probes. *RNA* **23**, 1582–1591 (2017).

How the deposited data were processed for this re-analysis (not part of the article)

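RNA was measured in 12 libraries from 3 RNA samples, each from 40 wandering third-instar Drosophila larvae. Each RNA sample gave an input and a Ribo-Pop depleted portion, and each portion gave a random-primed and a poly(A)-primed library, so that each of the 4 conditions had 3 libraries. Synthetic spike-in RNAs were added before depletion.

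For all 12 libraries, the authors deposited estimated counts per gene. They had trimmed the adapters, assigned the reads with Kallisto to coding, noncoding and spike-in transcripts and to intronic sequences, and summed the estimated counts of the transcripts of a gene. The deposited sum equals the part on spliced transcripts plus the part on intronic sequences. For the 6 poly(A)-primed libraries, the authors also deposited whole-number counts of uniquely mapping reads per gene, from STAR alignments and HTSeq. Neither table was normalized. The 5 summary lines of the HTSeq table (reads without a feature, ambiguous reads and the like) held from 7.81% to 9.88% of its reads and were left out of library sizes and tests. A further table of the authors held their DESeq2 comparison of the poly(A)-primed libraries, as log2 fold changes, p-values and adjusted p-values. The deposited log2 fold changes and p-values were compared with the values computed here and entered no test.

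Estimated counts per library ranged from 16158593 to 16777734 in the random-primed input, from 14264502 to 16889144 in the random-primed depleted, from 4087436 to 6329164 in the poly(A)-primed input and from 3503819 to 5216927 in the poly(A)-primed depleted libraries. At these depths the counting error of the rRNA and protein-coding shares was far smaller than the spread between libraries. For the spike-in share of the random-primed input libraries it was not. Most genes of the random-primed input libraries had few counts. The depleted libraries were compared only with input libraries of the same priming.

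Gene symbols were those of the authors' tables. Biotypes, transcript lengths, exon numbers and coordinates came from the Ensembl release 115 annotation (BDGP6.54), a later release of the BDGP6 assembly the authors used. Coordinates are those of BDGP6.54 throughout. The length and the exon number of a gene are those of its longest transcript.

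Shares of transcript classes and rRNA types were computed from the estimated counts as a percent of all counts of a library, with rRNA pseudogenes in the rRNA class. RNA remaining after depletion was the ratio of a count to the sum of the 7 spike-in genes in the depleted library over that in the input library of the same RNA sample. Groups of 3 libraries were compared by exact two-sided permutation tests in scipy 1.17.1, and small shares carry 95% Wilson intervals. Detection was the number of genes with at least 10 counts in every library of a condition.

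Gene-level tests used edgeR 4.0.16 (quasi-likelihood fit with robust estimation, TMM, default filter on low counts) in R 4.3.3, with adjusted p thresholds of 0.01 and 0.05 by the Benjamini-Hochberg method. Spike-ins were left out of the fit. For the random-primed libraries, estimated counts of non-rRNA genes were rounded to whole numbers first. Gene sets, fixed before the data were examined, were tested with camera and fry from limma 3.58.1. The sets were histones, mitochondrial protein-coding genes, ribosomal proteins, cuticle proteins, salivary glue, larval serum proteins, and snoRNA with snRNA. The salivary glue set was defined by symbols that start with Sgs, ng or Eig71E, so it reached beyond the Sgs genes. Sets with fewer than 5 tested genes were not tested, which left out histones and larval serum proteins. Properties of gene lists were set against 10000 random lists matched on mean expression in 20 bins. DESeq2 1.42.0 was an alternative. The named genes were chosen by a rule set beforehand: the 5 largest decreases and the 5 largest increases among non-rRNA genes with an adjusted p under 0.01 that lay on the same side in all 3 RNA samples (log2 CPM with a prior count of 2), and the genes the paper names.

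Libraries with the same replicate number were taken as 1 RNA sample. The legends of Fig. 4 and Fig. 5 state that each RNA sample gave one input and one depleted library. They do not state that equal numbers mark the same RNA. Deviations from the group means, correlated across genes between the input and the depleted library of one RNA sample, gave 0.04, 0.29 and 0.53 in the poly(A)-primed and 0.06, 0.22 and 0.30 in the random-primed libraries, against -0.46 to 0.28 and -0.27 to 0.09 for libraries of different RNA samples. In the poly(A)-primed libraries, input 1 gave 0.12 with depleted 2, and input 2 gave 0.28 with depleted 1. The pairs taken gave 0.04 and 0.29, so the pairing of numbers 1 and 2 was not settled. Results with the block and results per RNA sample rest on it. The paper's text names no covariate in its DESeq2 design, so the block was an alternative.

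The tests were run on simulated counts first, drawn from the means and library sizes of the real libraries with 200 genes changed by known amounts. At an adjusted p under 0.01, edgeR recovered 174 of the 200 among 9562 genes with the poly(A)-primed libraries and 130 of the 200 among 10926 genes with the random-primed libraries, with 0 false calls in both. The changed genes were drawn from those with enough counts. Each planted change was larger than the median fold changes of the main poly(A)-primed fit, so recovery of smaller changes was not tested.

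The alternatives covered the treatment of rRNA pseudogenes and introns, the spike-in summary, the size factors, spike-in scaling, the filter on low counts, the block, the counting program, the threshold and each library left out in turn. Complementarity between probes and transcripts and the coverage along the rRNA locus were not analysed here, because no sequences and no read positions were used. The GC content of genes was not analysed for the same reason. qPCR experiments and yeast experiments were not analysed here.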

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

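The tests of explanations in this part were chosen after the results were seen. The paper compared gene levels in the poly(A)-primed libraries only, and 2 results of the random-primed libraries go beyond what it reports.

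In the random-primed libraries, 157 of 10893 tested non-rRNA genes were lower after depletion at an adjusted p under 0.01 (edgeR's quasi-likelihood test, Benjamini-Hochberg), and 1 gene, CG42231, was higher (it is named here after its value was seen). At an unadjusted p under 0.05, 831 genes were lower and 396 higher. With the RNA sample as a block, 414 were lower and 123 higher. Of the 157 genes, 71 were snoRNA or snRNA genes, 77 were protein-coding, 8 were ncRNA genes and 1 was a tRNA gene. Of the 10 ways to split the 6 libraries into groups of 3, only the real one gave as many genes (1 of 10), and the others gave 0, including the 3 others that part all 3 pairs. A share of splits under 0.1 cannot be reached with 6 libraries, so chance cannot be excluded by this count.

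For the snRNA and snoRNA genes, a loss of short RNA during depletion or bead cleanup is one candidate explanation. Among genes with at least 10 counts in every random-primed library, the 69 snRNA and snoRNA genes under 200 nt had a median of 17.4% of input remaining after spike-in normalization, the 9 of 200 to 299 nt had 65.7%, and the 3 of at least 300 nt had 106%. The 3 mRNAs of 200 to 299 nt remained at a median of 110% and the 132 mRNAs of 300 to 599 nt at 109%, so no loss was seen in mRNAs of these lengths. Across the 81 snRNA and snoRNA genes, which are not independent replicates, length and recovery had a Spearman correlation of 0.21 (two-sided permutation test with 100000 permutations, p = 0.057), which does not separate this explanation from others. Among other RNAs under 200 nt, 1 ncRNA gene with enough counts remained at 11.9%, 5.8S rRNA at 45.0% and 5S rRNA at 2.18%, so short RNAs did not share one level. Reads shared with the introns of host genes do not account for the loss in the 20 snRNA and snoRNA genes that overlap no other gene on their strand, which had a median of 45.9% of input (SD over the RNA samples 4.31), below the 91.8% of mRNAs of at least 300 nt. The 61 genes with such an overlap had a median of 17.4%, so a contribution of shared reads stays open for them. The design holds no biological condition besides the RNA sample, and no biological explanation was tested.

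The genes decreased in the poly(A)-primed libraries were also lower in the random-primed libraries of the same RNA. Of the 146 genes, 138 could be tested there. Their median log2 fold change was -0.64 against 0.06 for all tested genes, 123 of the 138 were lower, and fry gave a two-sided p of 2.8e-05. None of 10000 random lists matched on mean expression had a median as low. Of the 138, 30 were lower at an adjusted p under 0.01 and 0 were higher. The number lower depended on the fit. It ranged from 13 (without input replicate 1) to 32 (without depleted replicate 3) when a library was left out. It was 10 with spike-in scaling and 59 with the RNA sample as a block. Among the named genes, the log2 fold change in the random-primed libraries was -6.72 for Muc96D, -2.27 for CG3868, -1.72 for obst-A and -1.03 for Alas. The last had an adjusted p of 0.12 (edgeR's quasi-likelihood test, Benjamini-Hochberg), while CG7203 was not tested there. For Muc96D the change went far beyond the -2.89 of the poly(A)-primed libraries. The cause was not tested, so the 2 library types did not give the same measure for this gene. Scaling by the spike-ins moved the median of all genes to -0.10 and that of the list to -0.81, with a p of 0.028 from fry. The 11 increased genes had a median of 0.20, above 95.0% of matched random lists, and 9 of them were higher. The p from fry was 0.062, so no shared direction was shown for them. Of the 95 genes increased at an adjusted p under 0.05, 74 were higher, with a p of 0.038 from fry. Whether the change of the list differs between the priming methods was not tested.

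A loss confined to poly(A)-primed library preparation and counting would leave these genes at the level of the others in the random-primed libraries, and the median of -0.64 argues against it for the list as a whole. A loss of short RNA is also not enough, since the 93 decreased genes of at least 1000 nt had a median of -0.59 in the random-primed libraries. Of the 10 splits of the 6 random-primed libraries, 1 (the real one) moved the list as far, but 10 splits cannot give a share under 0.1. Loss during the depletion reaction, loss in the cleanup and effects common to both library preparations stay open. Complementarity to the probes was not analysed here.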

How the results depend on the processing

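Of the 58 results that answer a comparison, 36 kept their direction and their side of the threshold, or stayed within the spread between replicates, under all alternatives run. These include the shares of 18S, pre-rRNA, mitochondrial rRNA and 5S, the 18S and 28S remaining, the fold increase in effective depth, and the decreases of cuticle genes and, in the random-primed libraries, of the genes decreased in the poly(A)-primed libraries. The alternatives were set before the data were examined, except 1 named below. Where no cause is given, the cause was not tested.

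With rRNA pseudogenes outside rRNA, the rRNA share of the input libraries was 94.8%. Without these pseudogenes, 28S held 59.0% of input counts, and 5.8S held 0.359% of input and 3.88% of depleted counts, because counts were removed. The median over spike-ins in place of their sum put mRNA at 87.4% and ncRNA at 75.5% of input. In the random-primed input libraries, 9559 genes had at least 1 count and 1313 at least 50 in every library. The r² was 0.973 for all genes with a count, log10(CPM + 1), and 0.944 for a mean of at least 10 CPM.

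The numbers of changed genes in the poly(A)-primed libraries moved most. At an adjusted p under 0.01, 11 genes were increased and 146 decreased, and under 0.05, 95 and 367. DESeq2 called 23 increased and 208 decreased genes at 0.01, of which 11 and 141 were among edgeR's. DESeq2 with spike-ins in the fit and its default filtering, chosen after the data were seen, called 24 increased genes. With spike-in scaling, 0 genes were increased at 0.01 (407 at an unadjusted p under 0.05) and 45 decreased, with a median fold change of 3.58. At 0.05 there were 4 increased (2.45-fold) and 119 decreased genes (2.82-fold), so the share of increased genes among those called went from 20.6% to 3.25%. All 45 and all 119 decreased genes were among those of the unscaled fit. Without a filter on low counts, 57 genes were increased and 299 decreased at 0.01, and 174 increased at 0.05, among 14577 tested.

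With the RNA sample as a block, edgeR called 379 increased (median 1.54-fold) and 757 decreased genes (1.67-fold) at 0.01, and 789 (1.51-fold) and 1105 at 0.05. Of the genes called without the block at 0.01, 10 of 11 and 144 of 146 remained. The block with DESeq2 gave 94 increased (1.55-fold) and 386 decreased at 0.01, and 198 increased at 0.05. The block also took HmgZ (adjusted p = 0.082) and 18SrRNA-Psi:CR41602 (0.0103) above 0.01, took 5.8SrRNA-Psi:CR45863 below it, and in the random-primed libraries raised the lower genes to 414 and the higher genes to 123. With fry, salivary glue genes passed 0.05 with the block (0.031). With DESeq2, the block left CG7203 (log2 fold change -4.74) and CG15203 (1.55) without an adjusted p. In edgeR, the block changed no other call of a named gene, an rRNA pseudogene or a gene set.

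Single libraries decided these counts. Across the 6 fits that each left out one library, the increased genes at 0.01 ranged from 1 to 17 (medians 1.99- to 3.16-fold) and the decreased from 43 to 186 (2.43- to 3.39-fold), and at 0.05 from 9 to 140 (1.90- to 2.21-fold) and from 136 to 421 (2.00- to 2.64-fold). The lowest counts of decreased genes at 0.01 came without depleted replicate 1 (43), input replicate 1 (46) and depleted replicate 2 (50). Without depleted replicate 2, 1 gene was increased. Fewer libraries give less power, but leaving out input replicate 3 raised both counts. Among named genes, 25 of 174 values under alternatives lost an adjusted p under 0.01 or had none, 24 of them in the 5 increased genes, and none changed sign.

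Ribosomal protein genes (median log2 fold change -0.10) and salivary glue genes (-0.46) passed an adjusted p of 0.05 with camera and not with fry (0.055 each), and the ribosomal protein median ranged from -0.15 to -0.046 across the leave-out fits, without an adjusted p under 0.05 in 3 of them (those without input replicate 2, input replicate 3 or depleted replicate 2). Medians of 2 sets that no test called changed sign when a library was left out: mitochondrial protein-coding genes from -0.074 to 0.25 (below 0 only without depleted replicate 3) and snoRNA with snRNA from -0.29 to 0.15 (above 0 without input or depleted replicate 2). The increased genes, in the random-primed libraries, had medians from 0.10 to 0.30 across the leave-out fits, and 0.16 with the list at 0.05. Only that list and the fit without input replicate 1 passed a threshold of 0.05 with fry. The median exon number of decreased genes, at percentile 0 among 10000 random lists at 0.01, lay at percentile 32.8 with the list at 0.05.

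Probe complementarity and all its alternatives were not run, and HTSeq counts were not used for random-primed libraries, whose alternatives with them were not run. The depth of the random-primed input libraries limits single-gene tests there. On simulated counts, the test recovered 65.0% of changed genes with these libraries and 87.0% with the poly(A)-primed ones. These shares hold for the large planted changes only.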

Differences from the paper's values

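Pearson's r² between input and depleted levels was 0.954, against the paper's 0.94, a difference above the SD over the 3 RNA samples of 0.0093. That SD is of r² between single libraries, while both values are r² of means over 3 libraries. It serves as a yardstick only and does not measure the error of either value. Of the alternatives set before the data were examined, a mean of at least 10 CPM (0.944), a mean of at least 1 CPM over all 6 libraries (0.949), and the fits without input replicate 1 (0.949), input replicate 3 (0.945), depleted replicate 1 (0.945) or depleted replicate 2 (0.948) came within that SD of the paper's value. The logarithm of CPM + 1 (0.973), Kallisto counts (0.953), CPM over mRNA and ncRNA genes only (0.954), and the fits without input replicate 2 (0.954) or depleted replicate 3 (0.954) did not.

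The number of non-rRNA genes increased at an adjusted p under 0.01 was 11 with edgeR, against the paper's 23. DESeq2, which the paper's methods name, gave 23, and the fit without input replicate 3 gave 17, within 1.5 times the paper's number. DESeq2 with spike-ins in the fit and its default filtering, chosen after the values were seen, gave 24. The other alternatives set before the data were examined did not close the gap, with 0 for spike-in scaling, 57 without a filter, 379 with the block in edgeR, 94 with the block in DESeq2, from 10 to 12 for the other size factors, the stricter filter, Kallisto counts and the fit without rRNA genes, and from 1 to 9 for the other fits that left out a library. All 11 genes were among the 23 increased genes of the authors' deposited table, and 140 of the 146 decreased genes were among its 208.

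The legend of Fig. 5 marks 2 rRNA pseudogenes among the changing genes. With edgeR only 18SrRNA-Psi:CR41602 passed an adjusted p of 0.01 (0.0036), and 5.8SrRNA-Psi:CR45863 had 0.14. With DESeq2 both passed (1.1e-07 and 0.0068), and with the RNA sample as a block in edgeR only 5.8SrRNA-Psi:CR45863 did (5.3e-11, against 0.0103).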

Other observations

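The tests of explanations in this part were chosen after the results were seen. Of the 10 splits of the 6 poly(A)-primed libraries, 1, the real one, gave as many changed genes at an adjusted p under 0.01 as the 157 found. The 9 other splits, including the 3 that part all pairs of input and depleted libraries, gave 0. With 10 splits the share cannot fall under 0.1.

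Genes decreased in the poly(A)-primed libraries were more highly expressed than random lists (above all 10000) and had shorter transcripts, with a median of 1338 nt against 1639 nt for lists matched on mean expression (percentile 0.44). Neither trend accounts for the decreases. After the median of 20 bins of transcript length was taken out of each gene's log2 fold change, the median of the list was -1.31 instead of -1.33, and after the same for mean expression it was -1.28 instead of -1.32. The GC content was not analysed here.

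Of the gene sets, cuticle genes were lower in the depleted poly(A)-primed libraries, with a median log2 fold change of -0.32 over 41 genes, of which 33 were lower (camera, adjusted p = 0.00011; fry, 0.0089), in 1 of 10 splits as strongly. The salivary glue set, called glue genes below, took in symbols that start with Sgs, ng or Eig71E. For its 16 genes the median was -0.46 and 12 were lower. Camera gave an adjusted p of 1.3e-06 and fry 0.055, and 2 of the 10 splits gave a camera p as small. For the 90 ribosomal protein genes the median was -0.10 and 56 were lower (camera, adjusted p = 0.029; fry, 0.055), again with 2 of the 10 splits as small. The 13 mitochondrial protein-coding genes (median 0.11, adjusted p = 0.84) and the 8 snoRNA and snRNA genes (median -0.14, adjusted p = 0.84) were not called. P-values were adjusted over the 5 sets. Each larval pool gave an input and a depleted library, so differences between the pools are balanced over the comparison. With the RNA sample as a block, camera gave an adjusted p of 2.1e-07 for the glue genes (fry, 0.031) and 0.0026 for the ribosomal protein genes (fry, 0.22). The other split with as small a p for the glue genes parts 1 pair of libraries and so mixes pool differences into its contrast, while the one for the ribosomal protein genes parts all 3 pairs. The count of splits decides nothing about chance for these sets, since with 10 splits the share cannot fall under 0.1. Camera also called the cuticle genes in other splits (unadjusted p of 0.011, 0.0052 and 0.021, against 4.4e-05 in the real one). The last of these parts all 3 pairs, and camera called 4 sets there, against 3 in the real split. A camera call alone therefore does not set the real split apart. The tests on the sets differ in strength. The cuticle genes passed 0.05 with camera and fry, without the block and with it (fry, 0.031). They also passed with camera in every fit that left out a library (highest adjusted p 0.0019). The glue genes passed with camera in every such fit too (highest adjusted p 0.00023), but with fry only under the block. The ribosomal protein genes passed with camera without the block and with it, and with fry in neither case. They missed 0.05 with camera in the fits without input replicate 2, input replicate 3 or depleted replicate 2.

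The 5S rRNA, which no probe targeted, remained at 2.18% of input in the random-primed libraries (SD 0.58, n = 3). Of 41 other RNAs of 100 to 149 nt with at least 10 counts in every library, 0 were lower. They ranged from 2.5% to 85.8% with a median of 20.6%. The lowest of them lies within the SD of 5S, so length alone and a loss particular to 5S cannot be told apart.

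The share of mitochondrial large rRNA varied between poly(A)-primed libraries. It was 12.4%, 4.15% and 12.9% of the estimated counts in the input and 7.00%, 21.0% and 22.2% in the depleted libraries of RNA samples 1, 2 and 3. A difference between the RNA samples would appear in the random-primed libraries too. There rRNA takes most of the input counts, so the counts of mitochondrial large rRNA were set against those of protein-coding genes. By this measure they were 5.17%, 4.35% and 6.66% in the random-primed input libraries of RNA samples 1, 2 and 3, where the highest was 1.53 times the lowest, against 3.53 times in the poly(A)-primed input libraries. In the random-primed depleted libraries the values were 6.27%, 5.60% and 9.09%, where the highest was 1.62 times the lowest. RNA sample 2 was lowest in all of these, but not in the poly(A)-primed depleted libraries. There, at 8.49%, 29.8% and 33.2%, RNA sample 1 was lowest, and the highest was 3.91 times the lowest. The switch of RNA samples 1 and 2 was absent from the random-primed libraries. It decides nothing by itself, because the pairing of replicate numbers 1 and 2 was not settled. The smaller spread in the random-primed libraries does not depend on this pairing. A difference between the RNA samples therefore stays open. With 1 library per RNA sample and condition, the source of the poly(A)-primed variation was not tested.

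Of the spike-ins, SIRV4 rose from 9.81% to 14.1% and SIRV7 from 5.13% to 7.36% of the spike-in counts between the poly(A)-primed input and depleted libraries, with no overlap of the groups of 3. If the other spike-ins had been lost during depletion, the shares would have risen in the random-primed libraries of the same RNA. There the log2 change was 0.038 for SIRV4 and 0.035 for SIRV7, against 0.52 in the poly(A)-primed libraries. In the random-primed libraries, SIRV1 fell from 9.83% to 7.26%. Spike-in scaling of the poly(A)-primed libraries therefore carries an error of this kind.

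Among 28S genes, 28SrRNA:CR45837 (FBgn0267497, 2715 nt) received 0.559% of the 28S counts in the random-primed input and 44.0% in the depleted libraries (SD 5.54, n = 3), while 28SrRNA:CR45844 (3970 nt) went from 96.9% to 51.9%. By spike-in normalization 48.5% of the first and 0.331% of the second remained. How similar these genes are in sequence was not measured here. A new division of shared reads by the counting program and a true difference between copies cannot be told apart without read positions, which were not analysed here.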
